A study of Mus musculus with 4 samples.

How the data were processed

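The series holds 4 RNA-seq libraries of 4T1, an established mouse mammary carcinoma cell line. Per the labels, 2 libraries are controls and 2 come from clones in which the gene for the death receptor CD95 (gene symbol Fas) was disrupted with Cas9. Per the labels' protocols, Cas9 was introduced with a lentivirus under blasticidin selection, a pair of synthetic guide RNAs aimed at exon 9 was transfected, and single cells were sorted, expanded and genotyped by PCR. The protocols name the RNA sources as an untransduced control, the Cas9-expressing line and 2 clones. The sample titles do not say which control library is which, and both were treated as controls. The name of the file of control 2 points to the Cas9-expressing line, but groups were taken from the labels and not from file names. Messenger RNA was captured on oligo(dT) beads, fragmented, tailed with poly(A), reverse transcribed with a template-switching chemistry derived from SMART-seq2, amplified by PCR and size-selected on a gel before Illumina sequencing, per the labels' protocols. No molecular identifiers are mentioned there.

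Each deposited table pairs 24411 gene symbols with a TPM value (transcript abundance normalized for length and library size), per the file headers. TPM divides a gene's reads by the transcript length and scales each library to the same sum, and the 4 deposited columns summed to between 999999.67 and 1000000.1. The aligner, the quantification tool, the genome build and the annotation are not stated in the labels or the headers. TPM carries no read number, so sequencing depth is unknown, no counting interval or detection floor could be given, and tests for counts were not applicable. An exact 0 is reported as a gene listed at 0. Of 80 proteasome, translation initiation, RNA polymerase II, chaperonin and spliceosome genes checked for failed estimates, 2 were listed at 0, and they were at 0 in all 4 libraries.

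Groups were taken from the sample titles. Genes with a TPM of at least 1 in at least 2 libraries were kept (11167 genes), values were transformed to log2(TPM + 1), and the 2 groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on the log2(TPM + 1) scale, which understates the change of weakly expressed genes. All 4 libraries entered the main fit, which used no covariate. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p-value under 0.05 (its smallest is 0.333), so single genes have only the model-based p-values. The planned test for counts was replaced by limma because the values are TPM, as had been foreseen in the design.

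The 6 gene lists were written before the data were examined, on natural killer (NK) cell ligands and adhesion molecules, chemokines and cytokines, interferon response, the mesenchymal and the epithelial side of the epithelial-mesenchymal transition, and the death receptor pathway. Members absent under their current symbol were looked up under older symbols in the RefSeq gene table of GRCm38.p6. Each list was tested against the other genes with limma's camera, two-sided, with an inter-gene correlation of 0.01 and adjustment over the 6 lists. The shift of a list is its median log2 fold change minus the median of the other genes. Its median was also placed among 10000 random lists of the same size matched on mean expression. The genes named in the text were fixed by a rule: Fas; up to 5 genes with the largest rise and up to 5 with the largest fall among those past the threshold whose knockout values lay on one side of both control values; and up to 3 members per list with the smallest p-value that passed 0.05 when adjusted over the list alone. One gene that met this rule is not reported here.

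The alternatives planned before the data were examined were a pseudocount of 0.1, no filter, eBayes without trend, quantile normalization, the replicate number as a block, an inter-gene correlation estimated from the data, a filter on a mean TPM of at least 5 for the lists, and leaving out each library in turn. Robust eBayes, a correction of each library for transcript GC content and length (natural splines with 4 degrees of freedom each), that correction together with the block, and an adjusted p-value threshold of 0.1 were added after the data had been seen. Transcript length, GC content, Fas exon positions and the search for the guide sequences used GENCODE M21 (GRCm38), and chromosomes came from the RefSeq table. GC content and length were found for 11103 of the 11167 tested genes. The replicate numbers used for the block come from the sample titles, where they number different lines or clones.

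The limma procedure was tested on simulated data for the 11167 genes, drawn with the observed means and moderated variances. Of 200 genes changed by 2 on the log2 scale, 62.5% were recovered with 12 false calls among 137, and of 200 changed by 4, 99% were recovered with 16 false calls among 214. The changed genes were taken only from the more highly expressed genes, and noise was drawn independently for each gene. The recovery therefore does not cover weakly expressed genes or shifts that genes share.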

Results

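The data comprised poly(A)-selected RNA-seq profiles of 4 cultures of the mouse mammary carcinoma line 4T1, with 2 control libraries and 2 libraries labelled as CD95 knockout clones. The design asks which transcripts differ once CD95, the receptor for Fas ligand, has been disrupted in these tumour cells. Every library listed 24411 genes in TPM. Genes above 0 numbered 12010 in control 1, 11521 in control 2, 11586 in the library labelled knockout 1 and 11193 in the library labelled knockout 2. Sequencing depth is unknown from TPM. The most abundant transcripts took similar shares of the libraries, since the 100 highest genes held 34.1% of the TPM in control 1, 40.2% in control 2, 36.2% in knockout 1 and 36.1% in the library labelled knockout 2. Ribosomal protein genes held 22.7% and 27.2% of the TPM in the controls and 23.4% and 21.3% in the libraries labelled knockout. The median TPM of the 11167 tested genes was 16.3 in control 2, against 22.3 in control 1, 22.9 in knockout 1 and 21.3 in the library labelled knockout 2.

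The targeted gene was examined first. In GENCODE M21 (GRCm38), Fas lies on chromosome 19 from 34290666 to 34327772 on the forward strand. Exon 9, the last exon and the stated target, runs from 34326993 to 34327772. It contains the last 329 coding nucleotides, ending at 34327321, followed by the 3′ UTR. It accounts for 780 of the 1481 nucleotides of the full-length transcript (52.7%). Neither guide target, GCCGGGTTCACATCTGCGCTAGG or CTTGAGGAATCTGATGACCGTGG, had its first 20 nucleotides in any of the 141767 annotated transcripts on either strand, and their genomic positions are not given here. Fas was listed at 49.4 TPM in control 1 and 39.2 TPM in control 2 (44.3 ± 7.18, SD, n = 2). It was 15.8 TPM in the library labelled knockout 1, or 35.6% of the control mean. It was 49.5 TPM in the library labelled knockout 2, or 111.7% of the control mean. The difference between the groups was smaller than the spread between replicates (log2 fold change -0.63 ± 0.54 SE, limma adjusted p = 0.615). Leaving out the library labelled knockout 1 turned it to 0.17. Gene-level TPM does not separate exon 9 from the other exons. Because Fas transcript was not lower in the library labelled knockout 2, every direction given here refers to the libraries as labelled.

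Replicates differed unequally. The SD over genes of the difference in log2(TPM + 1) was 0.662 between the controls (95% bootstrap interval over genes 0.645 to 0.678) and 1.04 between the 2 libraries labelled knockout (1.01 to 1.07). By this SD, the library labelled knockout 1 was closer to control 1 (0.882) and to control 2 (0.951) than to the library labelled knockout 2. By the number of genes over 2-fold apart, this held for control 1 (1930 genes) but not for control 2 (3093 genes). The pair of libraries labelled knockout had 2597 such genes. Pearson correlations across genes, which are not independent replicates, were 0.954 for the control pair, 0.881 for the knockout pair and between 0.842 and 0.910 for the 4 mixed pairs. The pseudocount moved these spreads most: at 0.1 they were 1.03 for the controls and 1.59 for the knockouts.

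**Figure D1:**
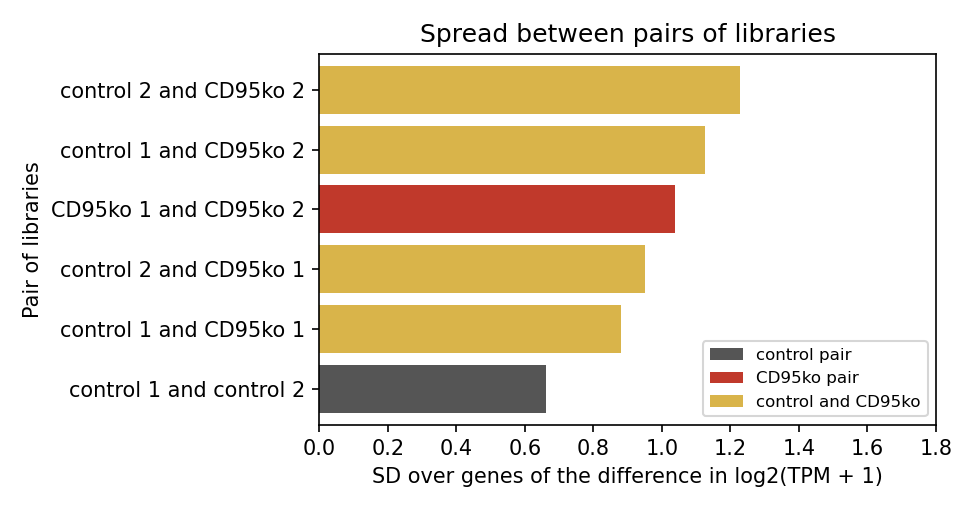
Standard deviation over 11167 genes of the difference in log2(TPM + 1), on the horizontal axis, for each of the pairs of libraries on the vertical axis; each bar is one pair, coloured by whether it joins controls, libraries labelled CD95ko, or one of each. The control pair has the shortest bar at 0.662, and the CD95ko pair, at 1.04, exceeds both pairs that join CD95ko 1 to a control.

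Between the 2 groups, 6 of the 11167 genes passed an adjusted p-value of 0.05 in limma, 2 higher and 4 lower in the libraries labelled knockout. An unadjusted p-value under 0.05 was reached by 1667 genes, where 558 would be reached by chance alone, 1033 of them higher and 634 lower. The share of higher genes among these was 62.0%, and it was 51.9% under quantile normalization, which moved the median log2 fold change of all tested genes from 0.13 to 0.002. The number of genes past the threshold depended on the settings: it was 0 under quantile normalization and 52 under robust eBayes. Without a test, 613 genes differed by more than 2-fold in the same direction in all 4 knockout-control pairs, 394 higher and 219 lower. Under quantile normalization the corresponding number was 635, with 346 higher and 289 lower. Groups did not overlap for 5312 genes (47.6%), where chance gives 33.3% for 2 against 2.

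Clu rose from 82.2 ± 21.5 TPM to 825 ± 8.85 TPM (SD, n = 2 in each group), a log2 fold change of 3.34 ± 0.31 SE with a limma adjusted p of 0.024. Plk2 fell from 259 ± 1.37 TPM to 37.4 ± 0.877 TPM (log2 fold change -2.76 ± 0.31 SE, limma adjusted p = 0.035). Gm11974, a non-coding RNA gene, fell from 560.0 ± 77.6 TPM to 81.4 ± 24.5 TPM (log2 fold change -2.79 ± 0.33 SE, limma adjusted p = 0.035). Plac9a fell from 70.4 ± 16.9 TPM to 4.85 ± 0.212 TPM (log2 fold change -3.59 ± 0.45 SE, limma adjusted p = 0.043). Rbp2 was 30.5 and 26.3 TPM in the controls and was listed at 0 in both libraries labelled knockout (limma adjusted p = 0.035). Rps27rt was listed at 0 in both controls, at 172.5 TPM in knockout 1 and at 2069 TPM in the library labelled knockout 2 (limma adjusted p = 0.028). The value of Rps27rt is uncertain, since 86.3% of the 25-nucleotide stretches of its transcript also occur in Rps27, and Rps27 was listed at only 13.1 TPM in the library labelled knockout 2 against 2984 TPM in knockout 1 and 3108 and 4486 TPM in the controls.

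**Figure D2:**
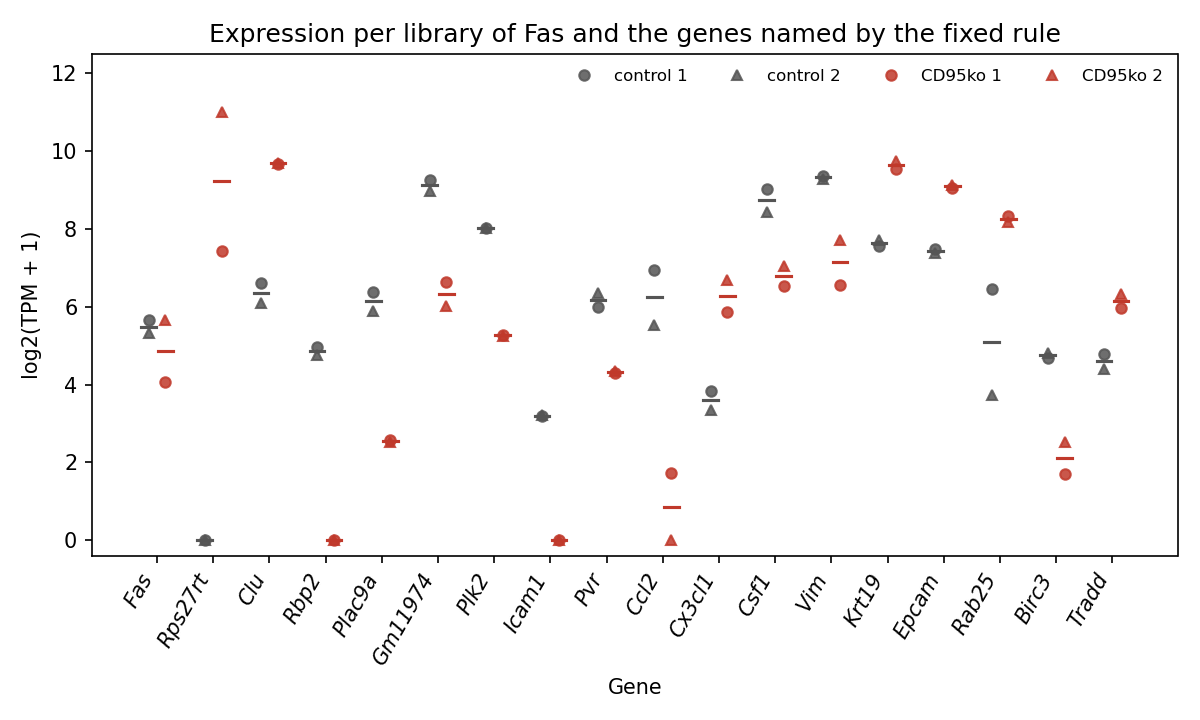
Expression of Fas and the other genes named by the rule, as log2(TPM + 1) on the vertical axis; grey symbols are controls, red symbols the libraries labelled CD95ko, circles replicate 1, triangles replicate 2, and short lines the group means. Fas in the library labelled CD95ko 2 (49.5 TPM) sits with the controls, whereas for each of the other genes shown both CD95ko libraries lie on one side of both controls.

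The 6 gene lists addressed whether groups of genes related to NK cell recognition, immune signalling, interferon response, epithelial state and death receptor signalling shifted together. The NK ligand and adhesion list had 29 members, of which 28 were in the data and 14 passed the expression filter and were tested. The median shift of these 14 relative to the other genes was -0.98 on the log2 scale (camera adjusted p = 0.00373), and 11 of the 14 lay below the median of the other genes. None of the 10000 matched random lists had a median as low. After adjustment over the list alone 2 members passed 0.05, both lower, and 0 passed over all genes, while 4 had an unadjusted p under 0.05. Icam1 was 8.09 and 8.35 TPM in the controls and was listed at 0 in both libraries labelled knockout (limma p adjusted over the list = 0.00649, over all genes = 0.108). Pvr, which encodes the receptor CD155, fell from 71.9 ± 12.4 to 19.1 ± 0.594 TPM (SD, n = 2; log2 fold change -1.85 ± 0.38 SE, limma p adjusted over the list = 0.00649, over all genes = 0.12).

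The chemokine and cytokine list had 46 members, of which 27 were tested. These shifted by -0.74 (camera adjusted p = 0.000731), with 20 of 27 below the median of the other genes and none of the 10000 random lists as low. The list also differed between the controls, at -0.245 in control 2 against control 1, where 0.68% of random lists were lower. It stood at -0.82 against control 1 alone and at -0.92 against control 2 alone. Against the control mean, 20 of the 27 were lower in knockout 1 and 14 in the library labelled knockout 2. Adjusted over the list, 10 members passed 0.05, of which 7 were lower and 3 higher, and 0 passed over all genes (12 at an unadjusted p under 0.05). Ccl2 was 123 and 45.6 TPM in the controls, 2.29 TPM in knockout 1 and listed at 0 in the library labelled knockout 2 (limma p adjusted over the list = 0.00114, over all genes = 0.0594). Csf1 fell from 435 ± 126 to 111 ± 27.4 TPM (SD, n = 2; log2 fold change -1.95 ± 0.34 SE, limma p adjusted over the list = 0.00275). Cx3cl1 rose from 11.2 ± 2.92 to 79.6 ± 31.6 TPM (SD, n = 2; log2 fold change 2.68 ± 0.45 SE, limma p adjusted over the list = 0.00275).

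The 35 tested epithelial genes shifted by 0.66 (camera adjusted p = 7.63e-06), with 28 of 35 above the median of the other genes and none of the 10000 random lists as high. All 9 members that passed 0.05 over the list were higher, 0 passed over all genes, and 15 had an unadjusted p under 0.05. Krt19 rose from 199 ± 14.3 to 805 ± 75.9 TPM (SD, n = 2; log2 fold change 2.01 ± 0.28 SE, limma p adjusted over the list = 0.00191, over all genes = 0.0594). Epcam rose from 172 ± 9.02 to 548 ± 23.5 TPM (SD, n = 2; log2 fold change 1.67 ± 0.28 SE, limma p adjusted over the list = 0.00395). Rab25 rose from 49.3 ± 52.2 to 306 ± 21.5 TPM (limma p adjusted over the list = 0.0205), with an SD in the controls as large as their mean. The 22 tested mesenchymal genes did not differ as a list (shift -0.18, camera adjusted p = 0.384). Their shift was 0.34 without the library labelled knockout 1 and -0.83 without the library labelled knockout 2. For control 2 against control 1 it was -0.53. The single member past 0.05 over that list was Vim, at 641 ± 16.6 TPM in the controls and 152 ± 83.6 TPM in the libraries labelled knockout (SD, n = 2; log2 fold change -2.18 ± 0.39 SE, limma p adjusted over the list = 0.00851).

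The 57 tested interferon response genes shifted by -0.48 (camera adjusted p = 0.00373), with 43 of 57 below the median of the other genes, although 0 members passed 0.05 over the list (smallest adjusted p = 0.263) and 5 had an unadjusted p under 0.05. The controls differed more between themselves: all 57 genes were lower in control 2 than in control 1, with a shift of -1.83. The 2 libraries labelled knockout together lay at -1.33 relative to control 1 and at 0.36 relative to control 2, so the direction depended on the control used. Even so, 0 of the 10000 matched random lists had a median as low as that of the interferon list against both controls. The random lists do not carry the correlation between members. For any of the lists, a median beyond all random lists therefore does not by itself show a difference between the groups. The 33 tested death receptor pathway genes did not differ as a list (shift -0.24, camera adjusted p = 0.111). Of these, 9 passed 0.05 over the list, 6 lower and 3 higher, and 0 passed over all genes (11 at an unadjusted p under 0.05). Birc3 fell from 26.0 ± 1.69 to 3.5 ± 1.75 TPM (SD, n = 2; limma p adjusted over the list = 0.0284), and Tradd rose from 23.5 ± 4.6 to 70.6 ± 11.9 TPM (SD, n = 2; limma p adjusted over the list = 0.0329).

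The list results depended on whether the correlation between genes was fixed at 0.01 or estimated. Estimated from these 4 libraries it was -0.069 for the NK ligands, 0.026 for the chemokines and cytokines, 0.154 for the epithelial genes and 0.744 for the interferon genes. With an estimated correlation camera also tests with the 2 residual degrees of freedom of the design, and 0 of the 6 lists passed 0.05, and the unadjusted camera p-values were 0.084 for the NK ligands, 0.0864 for the chemokines and cytokines, 0.153 for the epithelial genes and 0.621 for the interferon genes.

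**Figure D3:**
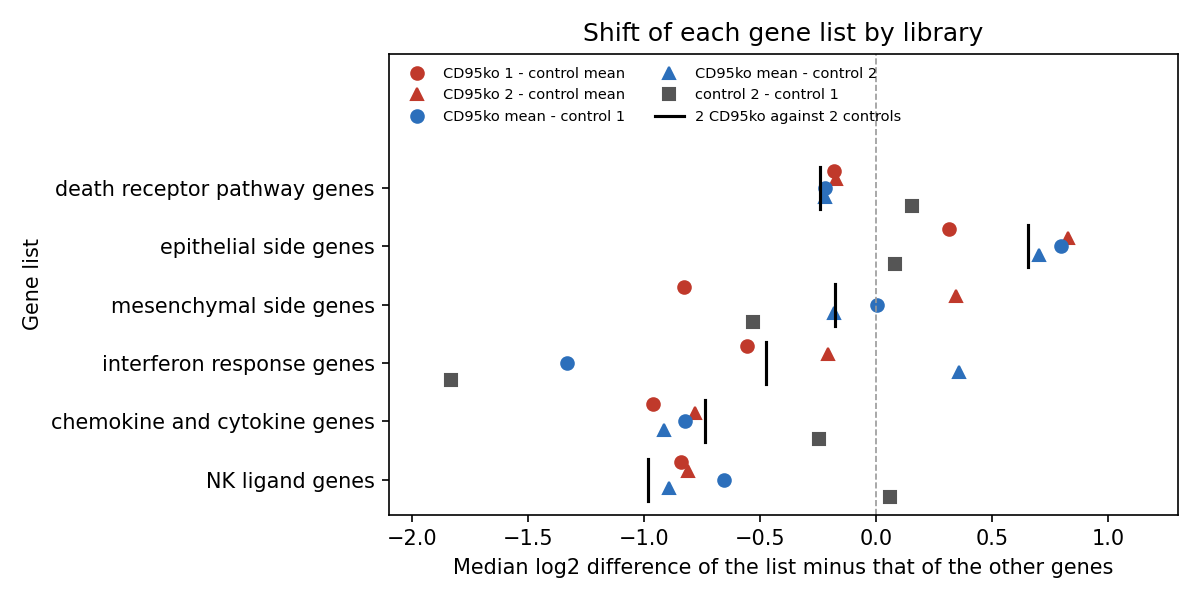
Shift of each gene list, as its median log2 difference minus that of the other genes on the horizontal axis, for the lists on the vertical axis; black lines compare the 2 CD95ko libraries with the 2 controls, red symbols one CD95ko library with the control mean, blue symbols the CD95ko mean with one control, and grey squares control 2 with control 1. The interferon list has its largest shift between the controls (-1.83) and changes sign with the control used, whereas the NK ligand and the chemokine lists stay below 0 and the epithelial list above 0 in every comparison with a CD95ko library.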

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

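The number of genes past an adjusted p-value of 0.05 in limma, 6 as reported, was the least stable result. It was 0 with a pseudocount of 0.1, 0 without the filter, 0 without the variance trend, 0 under quantile normalization and 0 after correction for GC content and transcript length. The corresponding numbers of genes with an unadjusted p under 0.05 were 1553, 1636, 1531, 1862 and 1655, against 1667 as reported, lower in 4 of the 5 settings. The unadjusted p of Clu, the smallest as reported, went from 2.15e-06 to 1.04e-05, 9.16e-06, 0.000158, 1.09e-05 and 6.45e-06 in the same order. Robust eBayes gave 52 genes (26 higher and 26 lower), including 5 of the 6, and a threshold of 0.1 gave 70. The reason for the change in each of these settings was not tested. The count could not be recomputed with one library left out, since that leaves a group with a single library.

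The replicate numbers do not pair the libraries: the deviations of same-numbered libraries from their group means correlated at -0.081 across genes. With the replicate number as a block, 2 genes passed the threshold, of which 1 was among the 6 as reported, and with the block together with the GC and length correction 0 passed (1670 at an unadjusted p under 0.05). With the block, camera's adjusted p was 0.0024 for the NK ligands, 0.00037 for the chemokines and cytokines, 0.000535 for the interferon genes and 2.38e-05 for the epithelial genes.

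The log2 fold change of Fas was negative and did not pass the threshold under any setting that used all 4 libraries (from -0.79 to -0.28). It ranged from -1.42 to 0.17 across the 4 comparisons that each left out one library, positive only without the library labelled knockout 1. The number of genes over 2-fold apart in all pairs was 790 with a pseudocount of 0.1 and 635 under quantile normalization, and the filter cannot change it. It was 1000 to 2405 when a library was left out, which reduces the 4 pairs to 2 and can only raise the count. The spread between controls was 1.03 with a pseudocount of 0.1 and 0.696 without the filter. The spread between the libraries labelled knockout was 1.59 with a pseudocount of 0.1 and 1.01 under quantile normalization, and it exceeded the spread between controls under each of these settings.

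The shifts of the NK ligand, chemokine and cytokine, interferon and epithelial lists kept their direction and their side of the threshold under quantile normalization, the filter on mean TPM, the block, and the GC and length correction with and without the block. Their sizes changed. The NK ligand shift, -0.98 as reported, was -0.64 after the GC and length correction and -1.26 under the filter on mean TPM. Estimating the inter-gene correlation, which leaves the shifts as they were (-0.98, -0.74, -0.48 and 0.66), left none of the 4 past the threshold, with camera adjusted p-values of 0.259, 0.259, 0.745 and 0.307. The estimates were -0.069, 0.026, 0.744 and 0.154, and with an estimated correlation camera also takes the 2 residual degrees of freedom of the design, so a larger correlation is not needed for the threshold to be lost. Across the comparisons that each left out one library, the shift ranged from -0.89 to -0.66 for the NK ligands, from -0.96 to -0.78 for the chemokines and cytokines, from 0.32 to 0.83 for the epithelial genes and from -0.22 to -0.17 for the death receptor pathway. It changed sign for the interferon genes (-1.33 to 0.36) and for the mesenchymal genes (-0.83 to 0.34).

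The other named genes were each counted under each setting with 4 libraries, by the p adjusted over all genes. Of these values 42 lost the threshold, 7 gained it, 87 kept their side of it, and 0 reversed direction. Only 6 of these genes passed it as reported, and all 42 losses fell on them. With the block 1 of the 6 still passed, under robust eBayes 5, and under every other setting 0. Most of the 87 values belong to genes named from the lists, which were not past this threshold as reported and stayed so. Their p adjusted over the list is not given here for these settings. The planned count-based test, count-based normalizations, count filters and count dispersion setting were not run, because the values are TPM. Depth is unknown, so it cannot be said which of the genes listed at 0 lie below the reach of a library.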

Other observations

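The tests on Fas, on other splits of the libraries, on random placement over chromosomes, on the interferon genes and on the snoRNA host genes were chosen after the results they bear on had been seen. The lists used for the NF-κB targets and snoRNA host genes were written after the first results had been seen, without looking at the values of the genes on them, and 2 snoRNA host genes already seen were then taken off.

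Only 1 of the 3 splits of the 4 libraries into 2 against 2, the real one, gave as many as 6 genes past the threshold, but with 3 splits that share cannot fall under 0.05. The other splits gave 0 genes each, 187 and 244 genes at an unadjusted p under 0.05 against 1667, and 161 and 182 genes over 2-fold apart in all pairs against 613. Before correction for GC content and length, the log2 fold change correlated across 11103 genes with GC content at a Spearman rho of 0.141 and with length at 0.141, and after it at 0.003 and -0.002. Of the same genes, 1662 had an unadjusted p under 0.05 before correction and 1655 after, 1397 of them in both. The part of these properties that the correction removes thus does not account for the excess of small p-values; a bias of another form was not tested. The groups also differ in clonal origin, since single-cell clones were set against lines not described as clonal, and the design cannot separate loss of CD95 from cloning.

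Fas was as abundant in the library labelled knockout 2 as in the controls. A control line under a wrong label is one possible explanation. The shift of knockout 1 from control 1 and that of the library labelled knockout 2 from control 2, which share no library, correlated across genes at r = 0.303 (0.359 with the controls exchanged), which speaks against it. The correlation cannot tell whether Fas was disrupted in the library labelled knockout 2. Both libraries labelled knockout come from single-cell clones, and clones may share shifts from the controls for that reason alone. Another possible explanation is that a deletion limited to exon 9 leaves the rest of the transcript to be counted. With even coverage that would leave about 47.3% of the control value, whereas knockout 1 was at 35.6% and the library labelled knockout 2 at 111.7%. The 47.3% counts exon length alone. It takes no account of how loss of the 3′ UTR in exon 9 would affect the transcript or its capture on oligo(dT) beads. TPM per gene cannot tell whether this deletion is present in either library, and reads over exon 9 would be the direct check.

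Genes on the same chromosome shifted together more than randomly placed genes did. Over 9308 genes with a mean TPM of at least 5, the SD of the 20 chromosome medians (log2, each gene's difference centred on the median of all) was 0.2 for knockout 1 against the control mean, 0.187 for the library labelled knockout 2 against the control mean and 0.133 for control 2 against control 1. None of 10000 shuffles of genes over chromosomes reached these values in any of the 3 differences; the largest shuffled SDs were 0.063, 0.088 and 0.051. After correction for GC content and length the SDs were 0.198, 0.184 and 0.133, again above all 10000 shuffles. Before correction, in knockout 1 the median of chromosome 7 was -0.38 (649 genes), that of chromosome X 0.35 (248 genes) and that of chromosome 18 0.33 (228 genes). In the library labelled knockout 2 the median of chromosome 16 was -0.40 (284 genes) and that of chromosome 7 -0.07, or -0.17 after correction. Some other chromosomes shifted alike in knockout 1 and the library labelled knockout 2. These included chromosome 1 at -0.224 and -0.226, chromosome 14 at 0.266 and 0.219, chromosome 11 at 0.131 and 0.167, and chromosome 19 at -0.147 and -0.257. Others did not, among them chromosome 10 at -0.177 and 0.186 and chromosome 5 at 0.265 and -0.051. Chromosome 12 stood at 0.277 and -0.028, and chromosome 15 at 0.012 and 0.264. Both libraries are measured against the same control mean, which can produce shared shifts. Between the controls, chromosome 4 stood at 0.27 and chromosome 11 at -0.26. A candidate explanation is that the cultures differ in chromosome copy number, as subclones of a tumour line may. Each difference rests on single libraries, shuffling treats neighbouring genes as independent, and no DNA data were analysed here. If it holds, part of the spread between the libraries labelled knockout may follow the clone and not the target gene.

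The shift of the interferon response genes may follow a difference between the 2 controls. Against control 2 alone the list stood at 0.36 relative to the other genes, higher than 99.6% of matched random lists, and against control 1 alone at -1.33. All 57 genes were lower in control 2 than in control 1. The rule for this test was reworded after its value had been seen: as first worded it asked for a shift inside the usual range of the random lists, which a shift this far above them did not meet, and as reworded it asks only that the list is not lower against control 2 alone. The test fits the explanation under the second wording and not under the first. The protocols name one untransduced control and one Cas9-expressing line. The titles do not say which is which, and although the name of its file points to control 2 as the Cas9-expressing line, this was not used, and no biological explanation was tested.

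The rise of Rps27rt may come from reads moved between it and Rps27. Where Rps27rt was highest (2069 TPM in the library labelled knockout 2), Rps27 was lowest (13.1 TPM). The summed TPM of both genes was 3108 and 4486 in the controls and 3157 and 2082 in the libraries labelled knockout, a log2 change of -0.54 where the controls differed by 0.53. The sum did not rise with Rps27rt, but its change was not smaller than the difference between the controls, so shared reads and a change in expression cannot be told apart.

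Several of the genes first seen to fall, among them Ccl2, Icam1, Birc3 and Csf1, are commonly described as NF-κB targets. A hypothesis that NF-κB targets are lower as a class was tested on 36 targets outside the earlier lists. Their shift relative to the other genes was -0.45, 24 of 36 had a negative log2 fold change, and limma's camera gave an adjusted p = 0.000237 over the 2 lists written later, or 0.000118 before adjustment. The unadjusted camera value was 1.55e-05 after correction for GC content and length. The list was lower against control 2 alone (-0.77) and against control 1 alone (-0.36). It also differed between the controls, standing at 0.29 in control 2 against control 1, higher than 99.48% of random lists. The shift against the control mean was carried mainly by knockout 1, at -0.87. It was -0.23 in the library labelled knockout 2, where 14.7% of random lists were as low. With an inter-gene correlation estimated from the data (0.031) and the 2 residual degrees of freedom used with it, limma's camera gave p = 0.0896. Among the members, 11 had an unadjusted limma p under 0.05 and none passed an adjusted p of 0.05. Of these 11, Plau and Tnip2 were higher (log2 fold changes 1.33 and 1.24) and the rest were lower. Nfkb2, chosen after its values were seen, was 355 and 342 TPM in the controls and 161 and 136 TPM in the libraries labelled knockout. Lcn2, chosen likewise, was 383 and 497 TPM in the controls, 214 TPM in knockout 1 and 2323 TPM in the library labelled knockout 2. Lower NF-κB target expression remains a hypothesis, on firmer ground for knockout 1 than for the library labelled knockout 2.

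A similar hypothesis for snoRNA host genes gave no clear answer. Gm11974, the RefSeq gene Snhg15, was among the 6 genes past the threshold, and other host genes were among the genes with small p-values. Over the 10 tested host genes outside those first seen, 5 were lower, the shift was -0.16, 29.4% of random lists had a lower median, and limma's camera gave an adjusted p = 0.0251 over the 2 lists. Over the 8 of them with GC and length values, correction moved the shift from -0.454 to -0.282 and limma's camera p from 0.015 to 0.0526 (unadjusted), while 4 of 8 were lower before and after. The pattern therefore weakened without being removed, and with so few genes it cannot be told apart from these biases. With an inter-gene correlation estimated from the data (0.708) limma's camera gave p = 0.48. The list was higher in knockout 1, at 0.26 with 3 of 10 lower, and lower only in the library labelled knockout 2, at -0.82 with 8 of 10 lower. Against control 1 alone the list was higher by 0.13, and against control 2 alone it was lower, at -0.68.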
